# Argonaute2 attenuates active transcription by limiting RNA Polymerase II elongation in *Drosophila melanogaster*

**DOI:** 10.1038/s41598-018-34115-1

**Published:** 2018-10-24

**Authors:** Ezequiel Nazer, Ryan K. Dale, Cameron Palmer, Elissa P. Lei

## Abstract

Increasing lines of evidence support that Argonaute2 (AGO2) harbors several nuclear functions in metazoa. In particular, *Drosophila* AGO2 modulates transcription of developmentally regulated genes; however, the molecular mechanisms behind AGO2 recruitment into chromatin and its function in transcription have not been deeply explored. In this study, we show that *Drosophila* AGO2 chromatin association depends on active transcription. In order to gain insight into how AGO2 controls transcription, we performed differential ChIP-seq analysis for RNA Polymerase II (Pol II) upon depletion of AGO2. Remarkably, we find specific accumulation of the elongating but not initiating form of Pol II after AGO2 knockdown, suggesting that AGO2 impairs transcription elongation. Finally, AGO2 also affects Negative Elongation Factor (NELF) chromatin association but not the Cyclin Dependent Kinase 9 (CDK9). Altogether, these results provide key insights into the molecular role of AGO2 in attenuating elongation of certain actively transcribed genes.

## Introduction

*Drosophila* AGO2 has been studied as paradigm for Argonaute proteins as an effector of the short interfering (siRNA) and microRNA pathways. In addition, *Drosophila* AGO2 has been used as metazoan model to explore its nuclear non-canonical functions such as transcription, splicing and DNA repair^1–4^, which are also conserved in humans^5^. Previous ChIP-seq analysis showed that AGO2 is mainly associated with promoters, enhancers and insulators^6^. Furthermore, AGO2 is known to be required for proper chromatin looping between the enhancer and promoter of the homeotic gene *Abd-B*, thus affecting its transcription^6^. Importantly, the function of AGO2 in transcription and chromatin topology has been shown to occur independently of the siRNA pathway^3,6,7^.

Genome-wide transcriptional analyses by nascent euRNA-seq (neuRNA-seq) and steady-state RNA-seq revealed that depletion of AGO2 primarily causes up-regulation of certain active promoters^3^. Moreover, it has been shown that LaminB, a key component of the nuclear lamina, also modulates AGO2-dependent genes likely by controlling chromatin topology^3^. Comparisons with several chromatin features determined that such affected promoters are bound by AGO2 and associated with RED chromatin. This chromatin class has been characterized as a hallmark for active transcription yet is depleted of H3K36me3, a histone modification associated with transcription elongation^8^. In addition, RED chromatin is associated with genes that are susceptible to modulation during development as well as external signals^8^. In this vein, AGO2 was found to interact physically with the Pol II complex^1,3^ and the Negative Elongation Factor (NELF)^1^, a factor implicated in transcriptional pausing^9,10^. Although NELF has been characterized to inhibit transcription elongation *in vitro*^1,9,10^, it can also play a positive role in transcription by keeping promoters in a primed, open state to allow for regulated activation^11^. It remains an open question as to whether AGO2 and NELF interact functionally.

In this study, we focused our efforts on elucidating the molecular mechanism driving AGO2 chromatin association as well as how AGO2 attenuates transcription. Our ChIP-seq analysis showed that AGO2 recruitment into chromatin depends on active transcription. Strikingly, we found that AGO2 impairs the ability of Pol II to elongate and alters NELF-E recruitment at active promoters. Overall, these results provide molecular insights into the mechanisms behind AGO2 recruitment into chromatin and the role of AGO2 in fine-tuning active transcription.

## Results

### AGO2 recruitment into chromatin depends on active transcription at a proportion of AGO2-bound promoters

Previous work demonstrated that AGO2 is associated with many active promoters genome-wide. We therefore asked whether ongoing transcription may be required for AGO2 chromatin association by performing AGO2 ChIP-seq analysis after treating Kc167 (Kc) embryonic hemocyte cells with the transcription initiation inhibitor Triptolide^12,13^. We verified transcription inhibition (Figure S1A) and performed ChIP-seq analysis using the 9D6 monoclonal antibody that has been previously validated and used extensively for this purpose by our group and others^1,2,6,14^. In control untreated cells, we observed 3977 AGO2 peaks, and differential binding analysis using the DiffBind algorithm indicates that upon Triptolide treatment, 936 sites are lost while only 13 are gained. Interestingly, we found that 23% of genes upregulated in AGO2 knockdown cells as assayed by neuRNA-seq correspond to an AGO2 peak lost after Triptolide treatment (Fisher’s exact test (FET): odds ratio = 6.5, p < 2.2e-16). To illustrate these findings, we display the *traf4* locus, which corresponds to an AGO2-bound and AGO2 transcription-dependent gene embedded within RED chromatin (Fig. 1A). Further examination of AGO2 signal genome-wide centered at transcription start site (TSS) at lost or unaffected peaks verifies strong loss of AGO2 signal at the TSS specifically after Triptolide treatment (Fig. 1B,C). Furthermore, 73% of lost AGO2 peaks correspond to promoters, indicating strong enrichment compared to other gene features (Binomial test p < 2.2e-16, Fig. 1D). As a control, Western blot analysis showed no changes either for AGO2 or total Pol II (Rpb3 subunit) protein levels after drug treatment (Figure S1B). Together, these results indicate that active transcription is required for AGO2 chromatin association at a significant proportion of promoters.

**Figure 1:**
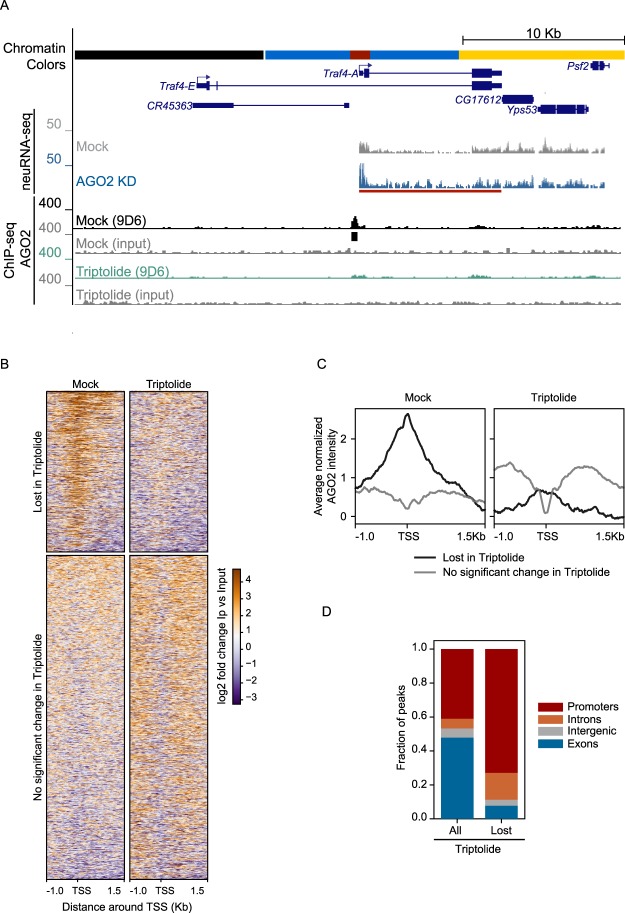
AGO2 recruitment into chromatin depends on active transcription at a proportion of AGO2-bound promoters. (**A**) Screenshot showing an example AGO2-dependent gene *Traf4-A*, where AGO2 ChIP signal is lost upon addition of the transcription inhibitor Triptolide. Black bar corresponds to ChIP-seq peak. Red bar corresponds to significant neuRNA-seq transcriptional up-regulation upon AGO2 KD. Note that the active TSS is located within RED chromatin. (**B**) Heat map of AGO2 lost or unchanged peaks upon Triptolide treatment sorted by decreasing average ChIP-seq signal. (**C**) Metagene analysis for average normalized AGO2 ChIP-seq signal for sites in (**B**) near TSS under normal conditions or after transcription inhibition. Samples in the plot are combined replicates after normalization for library size and subtraction of paired input signal. (**D**) Relative distribution for all versus lost AGO2 peaks upon Triptolide treatment across different gene features using the following hierarchy: promoter > exon > intron > intergenic. Promoters are defined as TSS + 1500 bp.

### AGO2 interacts with nascent RNAs genome-wide

The dependence on active transcription for AGO2 chromatin association prompted us to evaluate whether AGO2 could be associated with nascent RNA, a hallmark of active transcription. To address this possibility, we performed chromatin RNA immunoprecipitation followed by sequencing (ChRIP-seq) for AGO2 using the same antibody (9D6) used for ChIP-seq analysis. In brief, this assay entails chromatin crosslinking and immunopurification with a final RNA purification, thus allowing the identification of either directly or indirectly associated nascent chromatin-bound RNA^15^. 

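The ChRIP-seq data analysed here came from Kc167 cells, an established female Drosophila line with embryonic hemocyte features, and comprised 3 input samples and 2 AGO2 IP samples. The input samples carry replicate numbers 1, 2 and 3 and the IP samples numbers 1 and 3. AGO2 IP replicate 2 is not analysed here. The authors' description of the deposited data states that an AGO2 IP replicate was removed as an outlier. Agreement between the IP samples is therefore that of the replicates kept. The authors deposited the number of reads they counted on the exons of each of 17471 genes, without normalization, in dm6 (Release 6) coordinates. The input samples had 12367154, 19235622 and 19460318 counted reads in replicates 1, 2 and 3. The IP samples had 19057557 in replicate 1 and 19635586 in replicate 3. At these depths, the floor of 3 counts corresponded to between 0.153 and 0.243 CPM (counts scaled to the total of the sample). The most abundant gene took from 1.37% to 1.72% of the counts of a sample. Reads falling on more than 1 gene had not been counted: all 305 genes of at least 1000 bp of exon whose exons were wholly shared with another gene had 0 counts in all 5 samples, and so did the 32 of these that shared them only with a gene on the opposite strand. Levels of overlapping genes are therefore understated. From the counts, normalization factors were computed by TMM, genes with too few reads were set aside with edgeR's default filter, and IP was compared with input by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided. Across genes, log2 CPM (with 1 added) of the 2 IP samples had a Pearson correlation of 0.996, and those of pairs of input samples ranged from 0.967 to 0.992. Replicates were taken as the labels give them. The chi-square per degree of freedom between samples of the same group was at least 10.58, so no pair was treated as a single library deposited more than once.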

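In the comparison of AGO2 IP with input, 15058 genes had enough reads to be tested. Of these, 3499 were enriched in the IP and 7552 were depleted at an adjusted p-value under 0.05. Among the enriched genes, the median log2 fold change was 0.78, 90% of genes lay between 0.32 and 1.67, and 1068 reached 1. Both IP samples exceeded all 3 input samples for 3462 of the enriched genes. The setting that moved the number of enriched genes most was the requirement of a log2 fold change of at least 1. Among normalizations, upper-quartile factors moved it most, to 1596 genes. When samples with the same replicate number were paired (replicate block), 2873 genes were enriched and 4814 depleted. To check that pairing, the difference in log2 CPM between input replicates 1 and 3 was set against that between IP replicates 1 and 3. Their Pearson correlation was 0.02 across the 15058 genes. The median log2 fold change over all tested genes was -1.40. Many genes with few or no reads in the IP carried reads in input. The mean input count was within 3 times the level, per kb of exon, of the odorant, gustatory and ionotropic receptor genes for 6719 of the depleted genes and for 54 of the enriched genes. Enriched genes were described by length, exon number and type with Fisher's exact test, two-sided, across genes, which are not independent replicates, with Benjamini-Hochberg adjustment over the 3 comparisons. Among the longest 25% of genes (4558 bp or more), 1062 genes were enriched and 2704 were not, against 327 and 3438 among the shortest 25% (1032 bp or less). The odds ratio was 4.13 (Fisher's exact p = 6.45e-110, adjusted 9.67e-110), and it fell below 1, to 0.663, among genes with at least 10 counts in every sample. That filter selects genes by their IP reads and moves the length limits to 1505 and 6278 bp. These odds ratios therefore do not compare the same genes. Genes with more than 1 exon were enriched more often than genes with 1 (odds ratio 3.21, Fisher's exact p = 4.24e-105, adjusted 4.24e-105). With at least 10 counts in every sample, the odds ratio by exon number was 1.21. Of the genes annotated as other than protein-coding, 73 were enriched, against 3416 protein-coding genes (odds ratio 0.095, Fisher's exact p = 1.09e-168, adjusted 3.27e-168). With at least 10 counts in every sample, that odds ratio was 0.439. The class other than protein-coding was mixed: 17 of 1860 ncRNA genes and 0 of 45 tRNA genes were enriched, but 45 of 138 snoRNA and 5 of 13 snRNA genes. The snoRNA (32.6%) and snRNA (38.5%) shares were above that of all tested protein-coding genes (26.6%). The order reversed among genes with a mean input count over 3 times the level of the receptor genes. There, 41% of the snoRNA and snRNA genes together were enriched, against 52.8% of protein-coding genes. Among genes past the threshold with an average log2 CPM of at least 5 and every IP sample on the same side of every input sample, the largest increases were those of 28SrRNA-Psi:CR41609, lncRNA:CR34335, snoRNA:Psi18S-1820, snoRNA:Psi28S-291 and scaRNA:MeU5-C46, with log2 fold changes from 4.12 to 6.72. lncRNA:CR34335 (FBgn0267910; chromosome X, 3545750 to 3546110) had 100.0 ± 15.7 normalized CPM (SD, n = 3) in input and 8268 ± 3056 (SD, n = 2) in the IP. Its log2 fold change was 6.37 (standard error 0.44, adjusted p = 4.9e-46 from edgeR's quasi-likelihood test), and 55.9% of the 31-base words of its exon occur once in the genome. None of the 31-base words of 28SrRNA-Psi:CR41609 does, so its level is uncertain. Among genes selected by the same limits, the largest decreases were those of pros, dpy, Sh, mgl and Muc96D, from -5.77 to -3.39. pros had 1135, 1359 and 568 reads in the 3 input samples, where the level of the receptor genes corresponds to 1076.2, 910.1 and 355.2 reads over its exons, and 7 and 27 reads in the IP. In input replicate 1, dpy had 1775 reads against 3114.3 at that level, Sh 1176 against 977.9 and mgl 1293 against 762.1. Muc96D was far over it, with 1285 against 121.2. The paper takes the RNAs significantly enriched in IP over input as AGO2-associated and sets the genes encoding them against its AGO2 ChIP-seq peaks (Fig. 2A).

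**Figure D1:**
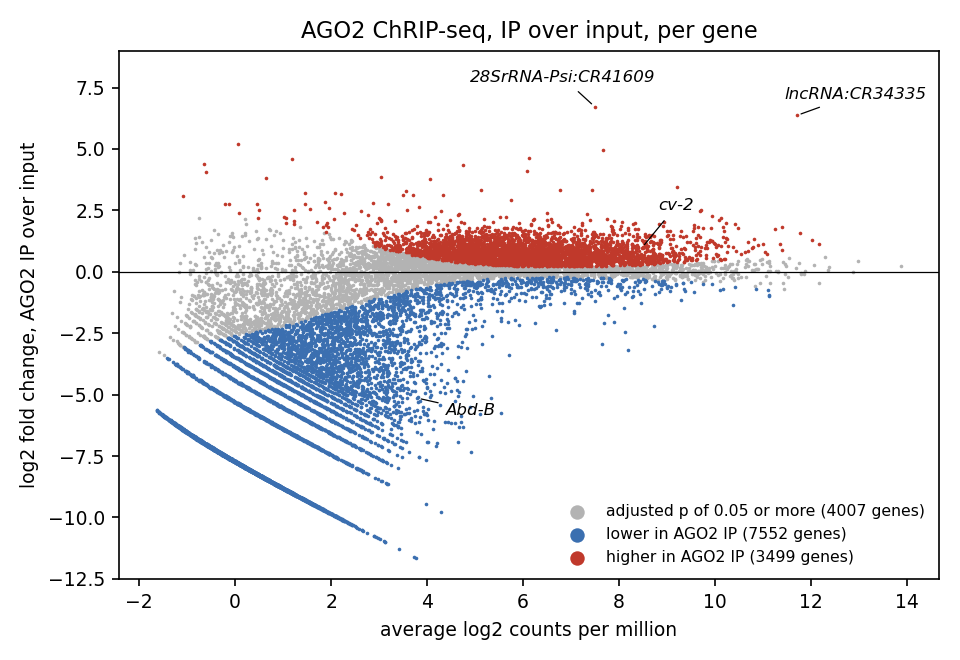
Log2 fold change of AGO2 IP over input against average log2 CPM for the 15058 tested genes, each point being 1 gene, coloured by edgeR's adjusted p-value at a threshold of 0.05. The 3499 enriched genes lie above 0; the parallel bands at the lower left are genes with few or no reads in the IP.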

Overall, we found that AGO2 is significantly associated with 3464 chromatin-bound RNAs (Fig. 2). We compared the overlap between ChRIP-seq and ChIP-seq profiles and found that AGO2 ChIP-seq peaks (403 of 1286, 31%) are significantly enriched for genes encoding AGO2-associated ChRIP-seq targets (FET: odds ratio = 2.0, p < 2.2e-16) (Fig. 2A,B). These results support a functional relationship between AGO2 chromatin association and active transcription.

**Figure 2:**
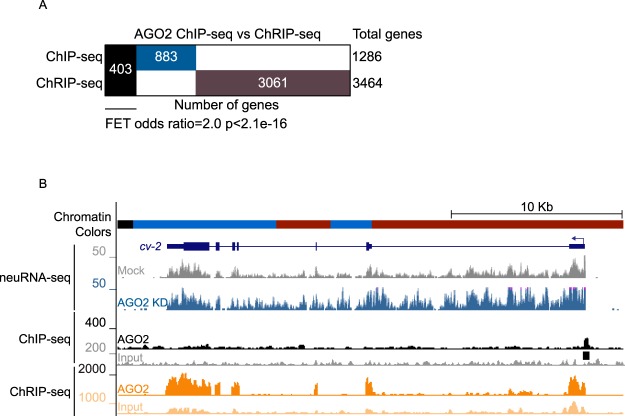
AGO2 associates with nascent RNA genome-wide. (**A**) Binary Heatmap comparing genes positive for AGO2 ChIP-seq or ChRIP-seq. Black bar corresponds to genes bearing AGO2 in both ChIP-seq and ChRIP-seq assays. (**B**) Screenshot showing the example gene *cv-2*, which is up-regulated by neuRNA-seq in AGO2 knockdown and whose TSS is located in active RED chromatin. Black bar corresponds to the AGO2 called ChIP-seq peak.

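cv-2 (FBgn0000395) lies on the minus strand of chromosome arm 2R of the Release 6 genome, from 21355015 to 21379464, and is protein-coding. Its exons form 7 blocks with 4329 bp in all, none shared with another gene. The first block spans 21378505 to 21379464 and the last, of 2487 bp, spans 21355015 to 21357501. All 31-base words of its exons occur once in the genome. In the ChRIP-seq counts, cv-2 had 3417, 5389 and 5728 reads in input replicates 1, 2 and 3, and 9180 and 7665 reads in AGO2 IP replicates 1 and 3. After normalization, this was 257 ± 28.4 CPM (SD, n = 3) in input and 507 ± 64.7 (SD, n = 2) in the IP. The log2 fold change was 0.98 (standard error 0.14, adjusted p = 5.39e-11 from edgeR's quasi-likelihood test). With samples paired by replicate number, it was 0.96 (adjusted p = 4.91e-05 from the same test), where the check of that pairing gave the correlation of 0.02 across genes. Both IP samples were above every input sample, which an exact permutation test of the 5 values gives p = 0.2 (two-sided), the smallest p that 2 samples against 3 allow. Across the 5 fits that each left out one sample, the log2 fold change lay between 0.78 and 1.07. With upper-quartile factors it was 0.53 (adjusted p = 0.00798 from edgeR's quasi-likelihood test).

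**Figure D2:**
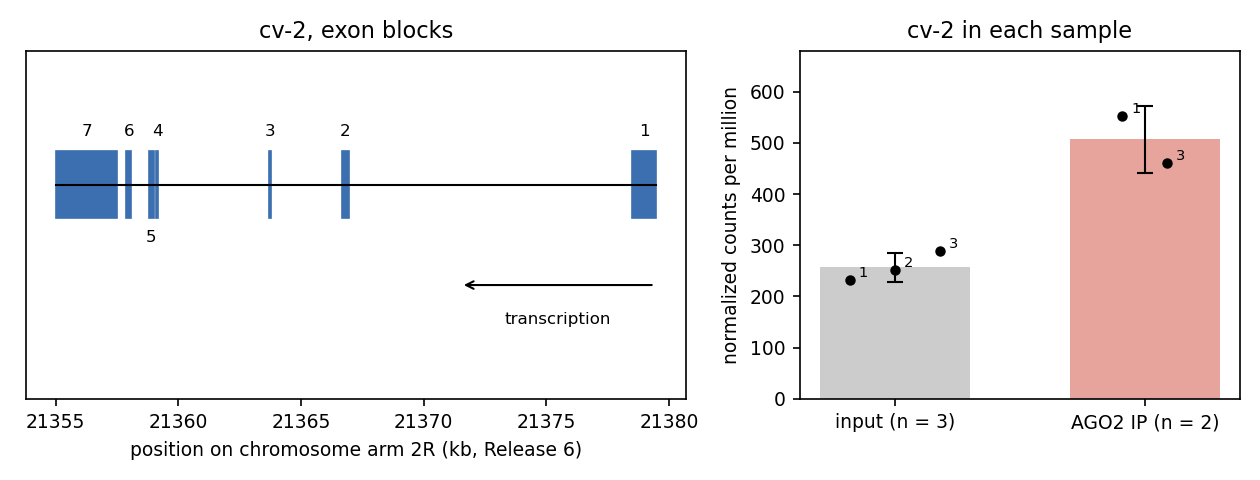
Left, exon blocks of cv-2 (boxes, numbered 1 to 7 in the direction of transcription) on chromosome arm 2R in kb. Right, normalized CPM of cv-2 in each sample (points, labelled with the replicate number), with the group mean (bar) and SD (error bar); both AGO2 IP samples lie above the 3 input samples.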

### AGO2 reduces Pol II elongation

Previously, we showed that AGO2 forms a nuclear complex with Pol II, and chromatin association profiles of both factors correlate positively across chromatin states throughout the genome^3^. These findings prompted us to test whether AGO2 influences Pol II occupancy genome-wide. To address this possibility, we first depleted AGO2 by knockdown and then detected differential ChIP-seq peaks compared to control cells for the hypophosphorylated form of the C-terminal domain (CTD) to examine total Pol II (8WG16 antibody, Fig. 3A). We also tested the Serine 5 (S5) and Serine 2 (S2) phosphorylated CTD versions of Pol II to specifically detect elongating forms. Interestingly, only 9 of a total 744 neuRNA-seq up-regulated genes (AGO2-inhibited genes, odds ratio 26) display an increase in hypophosphorylated Pol II (Fig. 3B,C). However, we found a much more dramatic effect on both Pol II S5 and S2 upon depletion of AGO2, where 162 up-regulated genes gain elongating Pol II S5 (odds ratio 11), and 219 genes gain Pol II S2 (odds ratio 11). For the 196 total down-regulated genes, 37 lose elongating Pol II S5 (odds ratio 6.8) and 46 lose Pol II S2 upon depletion of AGO2 (odds ratio 4.8, example shown in Fig. 3C). Importantly, gain of Pol II S5 or S2 is significantly associated with both AGO2 ChRIP-seq peaks and AGO2-attenuated genes (Figures S2 and S3, respectively). No changes were observed for overall Pol II protein levels in AGO2 knockdowns (Fig. 3D).

**Figure 3:**
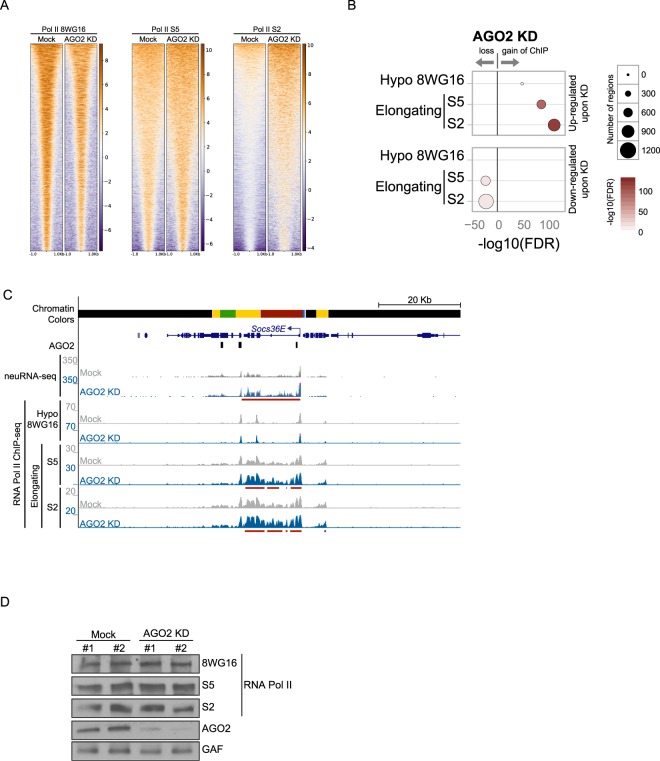
AGO2 reduces Pol II elongation. (**A**) Heatmaps of Pol II 8WG16, Pol II S5 and Pol II S2 peaks in mock-treated cells or upon AGO2 depletion sorted by decreasing average ChIP-seq signal in respective mock-treated cells. The horizontal axis corresponds to distance from peak center for each analyzed factor. (**B**) Differential ChIP-seq analysis for hypophosphorylated (8WG16) and elongating (S5 and S2) Pol II forms on neuRNA-seq affected genes upon depletion of AGO2. Size of circles indicates the number of total genes across the genome that display differential binding (see text for intersection values), and color indicates −log_10_(FDR) where FDR is the p-value from FETs adjusted for multiple comparisons. Only statistically significant results are shown for clarity. (**C**) Screenshot showing the example gene *Socs36E*, which is up-regulated in AGO2 knockdown. AGO2 ChIP peaks (black bars) and ChIP-seq signal of hypophosphorylated, S5, and S2 forms of Pol II are shown. Red bars below signal tracks correspond to statistically significant increases in neuRNA-seq or ChIP-seq signal relative to mock sample. (**D**) Western blot analysis showing no changes in Pol II levels in AGO2 knockdown. AGO2 is efficiently knocked down, and GAF is included as loading control. The number above each lane indicates biological replicate. Representative western blots (cropped) are shown.

As a control for the specificity of AGO2 affecting S5 and S2 Pol II forms, we also performed knockdown of LaminB. In contrast to AGO2, LaminB mainly affects the presence of the hypophosphorylated form of Pol II (352 of 1452 neuRNA-seq upregulated genes, odds ratio 6.7) but has a lesser effect on S5 (2 genes, odds ratio 22) or S2 (83 genes, odds ratio 12) phosphorylated versions (Figure S4). Altogether, these results suggest that AGO2 specifically limits the ability of Pol II to elongate.

### AGO2 modulates NELF-E recruitment to affected genes

The above results led us to investigate whether AGO2 could modulate chromatin association of factors that control the transcription cycle, such as NELF-E and CDK9. In brief, NELF-E has been implicated in transcriptional pausing whereas CDK9 phosphorylates Pol II at S2, thus contributing to transcriptional elongation^16^. First, we transfected NELF-E and CDK9 HA-tagged constructs into Kc cells and performed immunoprecipitation from nuclear extracts followed by Western blotting against AGO2. In concordance with our previous AGO2 mass spec analysis of nuclear interacting factors^3^, we found that NELF-E but not CDK9 associates with AGO2 (Fig. 4A).

**Figure 4:**
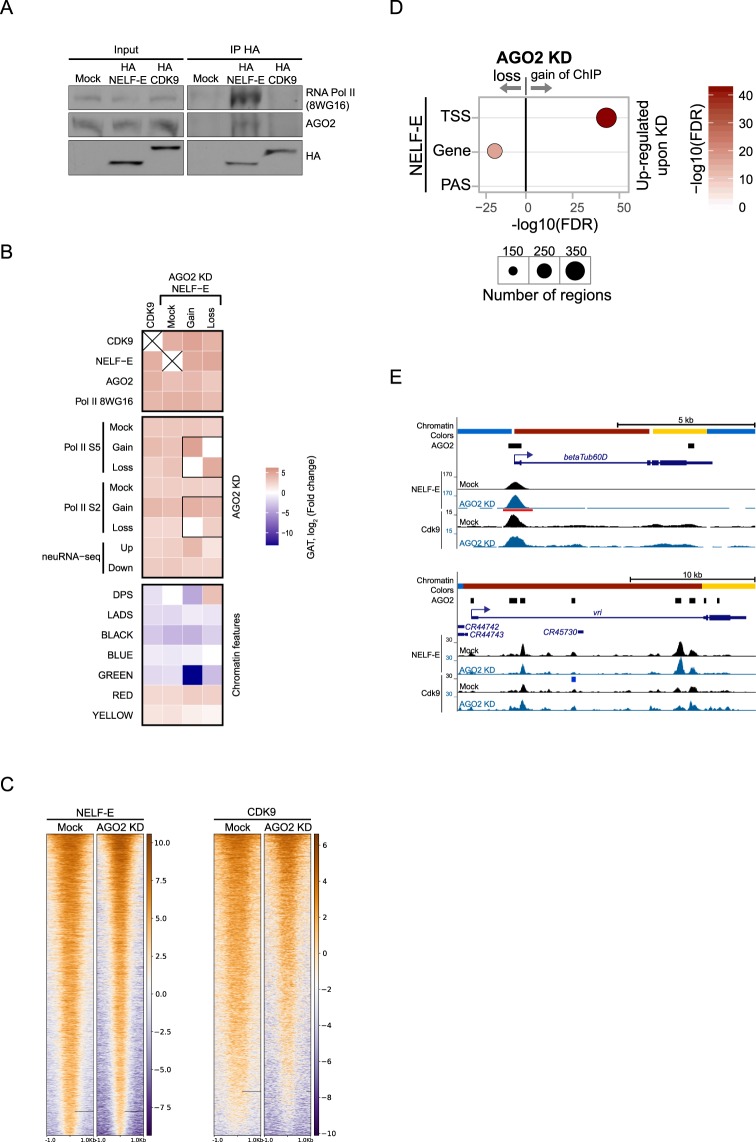
AGO2 modulates NELF-E recruitment to affected genes. (**A**) Western blot showing co-immunoprecipitation of HA-NELF-E, AGO2, and Pol II from Kc nuclear extracts using monoclonal anti-HA antibody. HA-CDK9 does not co-immunoprecipitate AGO2 or hypophosphorylated Pol II. Representative western blots (cropped) are shown. (**B**) Heatmap showing enrichment and depletion of CDK9 and NELF-E ChIP-seq peaks across different factors, chromatin features, AGO2-affected elongating Pol II sites, and AGO2-affected neuRNA-seq genes. In addition, NELF-E differentially bound peaks upon AGO2 KD are included for comparison. Colormap represents the log_2_ fold change as reported by the Genomic Association Test (GAT), where negative (blue) indicates depletion and positive (red) indicates enrichment. Self-self comparisons are indicated by an X. (**C**) Heatmaps of NELF-E and CDK9 peaks in mock-treated cells or upon AGO2 depletion sorted by decreasing average ChIP-seq signal in respective mock-treated cells. The horizontal axis corresponds to distance from peak center for each analyzed factor. (**D**) Differential ChIP-seq analysis for NELF-E on neuRNA-seq up-regulated genes upon depletion of AGO2. Gene body is defined as any gene region that does not overlap with TSS or PAS (polyadenylation site). Size of circles indicates the number of total genes across the genome that display differential binding (see text for intersection values), and color indicates −log_10_(FDR) where FDR is the p-value from FETs adjusted for multiple comparisons. Only statistically significant results are shown for clarity. (**E**) Screenshot showing the example genes *betaTub60D* and *vri*, which are up-regulated in AGO2 knockdown. Their corresponding TSSes are located within RED chromatin. AGO2 ChIP peaks (black bars) and ChIP-seq signals of NELF-E and CDK9 are shown. Red and blue bars below signal tracks correspond to differential binding and statistically significant increases and decreases, respectively, in ChIP-seq signal relative to mock sample.

Next, we performed ChIP-seq analysis of both factors in Kc cells using antibodies against the endogenous proteins. These antibodies have been previously validated for ChIP assays^9,10^, and we obtained 9252 total peaks for NELF-E and 8416 peaks for CDK9. As expected, cross-comparisons with different factors and chromatin features showed enrichment for Pol II and active chromatin (RED, YELLOW) genome-wide (Fig. 4B). We found that both factors also significantly overlap with AGO2 ChIP-seq genome-wide (GAT: 62% of NELF-E occupancy, odds ratio 11 p <= 1.0e-3, 74% of CDK9 occupancy, odds ratio 19 p <= 1.0e-3). Importantly, we observed that occupancy of either protein is also highly significantly associated with both AGO2-inhibited genes (FET: 565 of 744 genes for NELF-E, odds ratio 5.3 p < 2.2e-16, 374 genes for CDK9, odds ratio 4.8 p < 2.2e-16) as well as AGO2-promoted genes (FET: 180 of 196 genes for NELF-E, odds ratio 18 p < 2.2e-16, 94 genes for CDK9, odds ratio 4.1 p < 2.2e-16). These results are consistent with the hypothesis that AGO2-dependent genes are regulated on the level of transcriptional elongation.

To evaluate whether AGO2 might control chromatin binding for either protein, we performed differential ChIP-seq analysis of NELF-E and CDK9 upon depletion of AGO2. Interestingly, we found that depletion of AGO2 results in increased NELF-E binding at 249 genes and decreased binding at 138 genes across the genome (Fig. 4C). In addition, we found that gain/loss of NELF-E upon depletion of AGO2 is highly correlated with differential binding for Pol II S5 and, to a lesser extent, with Pol II S2 (Fig. 4B). Along this line, we observed that AGO2 up-regulated genes are significantly enriched for a gain of NELF-E binding at TSSes (FET: NELF-E gain: 76 genes, odds ratio 11, Figs 4C,D, S3). However, less obvious loss of NELF-E was also detected on gene bodies of upregulated genes (FET: 35 genes, odds ratio 8.0, Fig. 4D). Furthermore, gain of NELF is also significantly associated with AGO2 ChRIP peaks genome-wide (Figure S2). On the other hand, CDK9 showed no change in chromatin association, indicating specificity of the effect on NELF-E. We also attempted to evaluate CDK7, the kinase that phosphorylates Pol II on S5^17^, but we were unable to obtain a chromatin association profile by ChIP-seq. Together, these results suggest that AGO2 modulates NELF-E but not CDK9 chromatin recruitment.

## Discussion

In this study, we performed a variety of genome-wide assays to study requirements for AGO2 chromatin association and the function of AGO2 in transcription regulation. ChIP-seq analysis upon transcription inhibition showed that AGO2 chromatin association at promoters depends on active transcription. Strikingly, AGO2 attenuates active transcription by preventing Pol II elongation. Finally, AGO2 also affects the chromatin association of NELF-E but not the elongation factor CDK9. Altogether, these results provide important insights into AGO2 chromatin association and its mechanistic role in controlling active transcription by modulating the transcription cycle.

### AGO2 is recruited to promoters in a transcription-dependent manner

A recurrent question in the field is to understand the mechanism driving AGO2 association into chromatin given the absence of a DNA-binding motif. In this regard, we previously showed that AGO2 chromatin-association correlates positively with Pol II binding genome-wide^3^. This result raises the possibility that AGO2 might be recruited to promoters as a result of interaction with the transcription machinery. Accordingly, we found that AGO2 chromatin binding is impaired upon Triptolide treatment, a drug that inhibits transcription initiation and reduces Pol II recruitment^12,13,18^. In addition, ChRIP-seq experiments showed that AGO2 associates with the nascent RNA of a large number of genes to which it is recruited at the chromatin level. Additional nascent mRNAs with which *Drosophila* AGO2 associates might correspond to alternative splicing events^2^. In support of this hypothesis, it has been recently shown in human cancer cells that AGO2 binds directly to nascent tRNAs and associates with chromatin from which those tRNAs are transcribed^19^. Similarly, human AGO2 specifically binds the sense strand of nascent tRNAs in a small RNA-and DICER-independent manner^19^. In addition, it has been shown that human AGO2 contains its own mRNA binding region, and *in silico* analysis suggests that this feature is evolutionarily conserved^20^. However, we cannot discard the possibility that AGO2 interacts indirectly with nascent RNA by interacting with Pol II and/or NELF at promoters. Overall, we propose that the transcription machinery helps to recruit AGO2 to chromatin and that in some cases AGO2 can subsequently be transferred to nascent mRNAs (Fig. 5).

**Figure 5:**
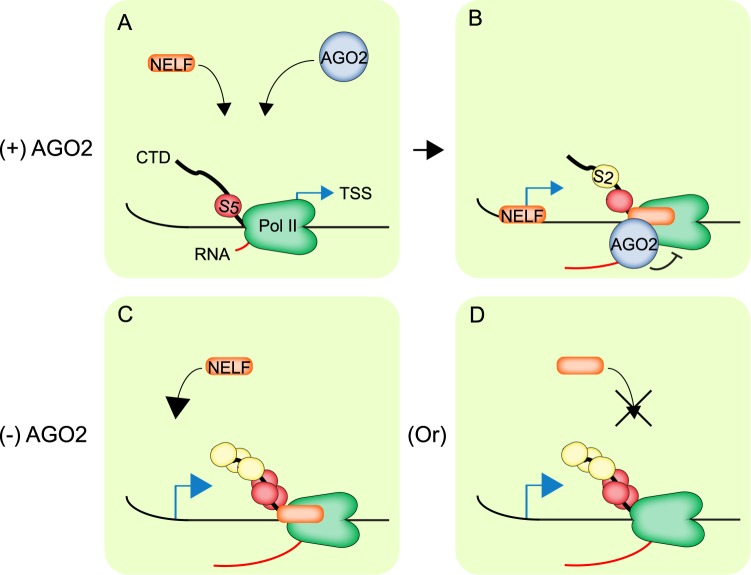
A model for AGO2 recruitment and attenuation of active transcription. (**A**) Under normal conditions, AGO2 is recruited to active promoters likely by interacting with the transcription initiation machinery. (**B**) Once polymerase transitions into elongation, AGO2 may be transferred to mRNA and attenuate transcription. Alternatively, AGO2 association with nascent RNAs could be mediated by Pol II and/or other factors. (**C**,**D**) In the absence of AGO2, there is an increase of transcription elongation and CTD phosphorylation of Pol II on S5 and S2, in addition to either (**C**) gain of NELF at the TSS or (**D**) loss of NELF over the gene body.

### AGO2 modulates active transcription by controlling Pol II elongation

We showed that AGO2 plays a repressive role in transcription genome-wide by limiting Pol II elongation. In this regard, AGO2-depleted cells mainly showed differences in levels of S5 and S2 phosphorylated elongating forms. In contrast, LaminB depletion resulted in substantial increases in recruitment of initiating hypophosphorylated Pol II, consistent with increased accessibility to the transcription machinery due to effects on chromatin topology. Our results could be interpreted as AGO2 acting downstream of transcription initiation and constraining Pol II elongation (Fig. 5). Nevertheless, in AGO2-depleted cells, corresponding changes in elongating Pol II are observed for both up-regulated and down-regulated genes. These results suggest that AGO2 can exert either positive or negative effects on transcription elongation depending on the chromatin context, as has previously been described for NELF^11^. We found that AGO2 and NELF can associate physically, either directly or indirectly, and their genome-wide localization patterns overlap substantially. Although both factors predominantly repress transcription genome-wide, AGO2 and NELF are preferentially associated with actively transcribed genes, suggesting a role in attenuating but not fully repressing transcription. Depletion of AGO2 promotes numerous instances of either gain of NELF at the TSS but also loss of NELF over gene bodies, and these changes in NELF occupancy frequently but do not always correlate with a detectable change in nascent transcription. Overall, these findings raise the possibility that AGO2 might modulate the recruitment and/or activity of NELF to fine-tune transcription at active promoters.

In contrast, AGO2 does not affect the recruitment of CDK9, likely due to lack of association between both factors. However, the relatively low percentage of AGO2-dependent genes that gain/lose NELF-E (10%/7%, respectively) suggest that AGO2 might exert its role on the transcription cycle by affecting other elongation factors, for instance, CTD phosphatases. Alternatively, AGO2 might modulate Pol II phosphorylation by affecting a pre-mRNA processing step coupled to CTD phosphorylation^21^. Further analysis will be required to shed light on the factors/processes modulated by AGO2 that in turn affect the phosphorylation status of Pol II and its transition into elongation.

## Conclusion

It is worth consideration that the dependence of AGO2 on transcription for its chromatin association as well as its role in controlling Pol II recruitment are evolutionarily conserved. It has been shown that AGO1 (orthologue of AGO2 in mammals) is associated with active promoters and enhancers in humans genome-wide^22,23^. Moreover, AGO1 chromatin association at active enhancers is impaired upon transcription inhibition^22^. In addition, AGO1 is significantly associated with oncogene promoters in cancer cells and affects Pol II recruitment^23^. As a consequence, AGO1 depletion reduces proliferation of tumorigenic cell lines, indicating that AGO1 may serve as a useful therapeutic target in treatment of cancers. In summary, our results contribute to a better mechanistic understanding of the role of AGO2 in transcription regulation and may inform future avenues of research with respect to AGO1 and control of cancer progression.

## Materials and Methods

### Cell lines

Kc167 cells were grown in CCM3 media (Thermo Scientific HyClone). Cells were maintained at 25 °C. For transcription inhibition assays, cells were treated with 10 μM Triptolide for 1 h.

### Knockdowns using dsRNA and siRNA

Amplicons used for dsRNA knockdowns were designed based on recommendations from the *Drosophila* RNAi Screening Center. Templates were PCR-amplified from genomic DNA using primers containing the T7 promoter sequence. *In vitro* transcription of PCR templates using the MEGAscript T7 kit (Ambion) was used to produce dsRNAs, and these were purified by phenol-chloroform extraction. Transfections using 2 μg of dsRNA or 100 pmol of siRNA, or no dsRNA/siRNA as mock treatment, were performed using Cell Line Nucleofector kit V (Amaxa Biosystems) transfection reagent using the G-30 program. Three days after transfection, cells were collected and knockdown efficiency was confirmed by Western blotting.

### NELF-E and CDK9 constructs

To generate NELF-E and CDK9 constructs, NELF-E and CDK9 cDNAs were cloned into p-ENTR/D-TOPO gateway vector (Invitrogen). These constructs were recombined into the pAFHW (Carnegie vectors) expression vector to generate N-terminal 3xFlag, 3XHA fusion constructs.

### Co-immunoprecipitation

Approximately 5 × 10^7^ cells were harvested and washed twice with cold PBS. Cells were lysed for 5 min on ice in lysis buffer (Tris-HCl pH 7.4 30 mM, 100 mM NaCl, 10 mM MgCl_2_, 0.1% Triton X-100) supplemented with Complete EDTA free protease inhibitors (Roche) and centrifuged for 5 min at 500 × *g* at 4 °C. The supernatant was removed and pellets were washed once with lysis buffer, resuspended in IP buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.3 mM MgCl_2_, 0.3% Triton X-100), incubated 10 min on ice and sonicated 10 cycles for 30 sec, to shear DNA (nuclear fraction). Nuclear extracts were incubated with a polyclonal antibody against HA (H6908) from Sigma, and allowed to bind for 1 h at 4 °C. Next, 50 μL of prewashed Protein G bead 50% slurry was added. After incubation for 2 h, unbound supernatant was removed, and the beads were washed once in IP buffer and twice in TBS (50 mM Tris-HCl pH 7.4, 150 mM NaCl). The bound protein was eluted in sample buffer by boiling, separated by using SDS-PAGE, transferred to nitrocellulose in 10 mM CAPS, pH 11, and detected by Western blotting. Proteins were detected with the SuperSignal substrate (Pierce).

### ChIP

Approximately 1–3 × 10^7^ cells were fixed by addition of 1% formaldehyde to cell media for 10 min at RT with gentle agitation. Formaldehyde was quenched by addition of glycine to 0.125 M with gentle agitation for 5 min at RT. Cells were pelleted at 2000 × *g*, washed twice in PBS, and resuspended in 0.8 mL ice–cold cell lysis buffer (5 mM PIPES pH 8, 85 mM KCl, 0.5% NP-40) supplemented with Complete protease inhibitors (Roche), incubated on ice 10 min, and pelleted by centrifugation at 2000 × *g* for 5 min at 4 °C. Next, the supernatant was removed and pellets were resuspended in 1 mL nuclear lysis buffer (50 mM Tris-HCl pH 8, 10 mM EDTA.Na2, 1% SDS) and incubated for 10 min at 4 °C. Afterwards, 0.5 mL of IP dilution buffer was added (16.7 mM Tris-HCl pH 8, 1.2 mM EDTA, 167 mM NaCl, 1.1% Triton X-100, 0.01% SDS), and chromatin was fragmented to an average size of 300 bp by using PicoBioruptor (Diagenode) using 10 cycles of 30 s on plus 30 s off, maximum output. Samples were centrifuged at max speed for 10 min at 4 °C, and the supernatant (sheared chromatin) was saved at −80 °C. Chromatin was diluted to 1:5 with IP buffer, and the assayed antibody in addition to 50 μL of prewashed protein A/G 50% slurry was added and rotated overnight at 4 °C. The next day, beads were washed as follows:

- 3X Low salt IP dilution buffer (20 mM Tris-HCl pH 8, 2 mM EDTA.Na2, 150 mM NaCl, 1% Triton X-100, 0.1% SDS).
- 3X High salt IP dilution buffer (20 mM Tris-HCl pH 8, 2 mM EDTA.Na2, 500 mM NaCl, 1% Triton X-100, 0.1% SDS).
- 2X times LiCl buffer (10 mM Tris-HCl pH 8, 1 mM EDTA.Na2, 250 mM LiCl, 1% NP-40, 1% DOC).

Chromatin was eluted twice with 200 μL of elution buffer (100 mM NaHCO_3_, 1.0% SDS) for 30 min at 65 °C each and further incubated overnight at 65 °C with 38 μL of decrosslinking solution (2.6 M NaCl, 0.1 M EDTA, 260 mM Tris-HCl pH 8). After de-crosslinking, samples were treated with Proteinase K for 2 h at 50 °C and then combined with 1 vol of phenol/chloroform/isoamyl alcohol (25:24:1), vortexed 15 s, and centrifuged for 5 min at 10,000 × *g*. The top layer was transferred to a new tube, and the procedure was repeated using 1 vol chloroform. The top layer was collected and subsequently precipitated with 0.1 vol of 3M NaOAc pH 5.2 and 2.5 vol of 100% ethanol supplemented with 2 μL of Glycoblue (Ambion). After incubating 30 min at −80 °C, samples were centrifuged 20 min at 4 °C at 10,000 × *g*. Pellets were washed with 70% ethanol and centrifuged 5 min at 4 °C at 10,000 × *g*. Pellets were air dried at RT prior to resuspension in 10 μL of dH2O. Samples for ChIP-seq were prepared according to the manufacturer’s protocol with TruSeq adapters (Illumina). All samples were sequenced with HiSeq2500 (Illumina) at the NIDDK Genomics Core Facility by 50 bp single-end sequencing.

### ChRIP-seq

ChRIP-seq protocol was based on the ChIP workflow with minor modifications. Lysis buffer included RNasin (Promega) in addition to protease inhibitors. Beads were pre-blocked with 0.5% of tRNA and 0.2% BSA for 1 h. After the last LiCl wash, beads were resuspended in 100 μL of 50 mM Tris-Cl pH 7.0, 5 mM EDTA and 1% SDS and de-crosslinked at 65 °C for 2 h. Next, beads were treated with DNAse I for 15 min at 37 °C, and total RNA was extracted with TRIzol (Invitrogen). RNA-seq libraries were prepared with Ovation RNA-seq Systems 1–16 for Model Organisms (Nugen). Differential enrichment for IP over input was determined as previously described using DESeq2^3^. 

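With DESeq2 in place of edgeR, on the same counts and with its default independent filtering, 3168 genes were enriched and 7852 depleted in IP over input at an adjusted p-value under 0.05, among 15470 genes with an adjusted p-value. At DESeq2's default of 0.1, 3464 genes were enriched and 8335 depleted, among 16422. The paper's text does not name the threshold it used. The size factors were 0.845, 1.21 and 1.08 for input replicates 1, 2 and 3, and 0.948 and 0.956 for AGO2 IP replicates 1 and 3. Of the genes enriched by DESeq2 at 0.05, 3075 were also enriched by edgeR, and no gene enriched by either was depleted by the other.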

All samples were sequenced with HiSeq2500 (Illumina) at the NIDDK Genomics Core Facility by 50 bp single-end sequencing.

### qRT–PCR

Total RNA was isolated from cells using TRizol reagent (Invitrogen) following the manufacturer’s protocol. Reverse transcription of 0.5–1 μg of total RNA was performed using random hexamers as primers and SuperScript III reverse transcriptase (Invitrogen) using the manufacturer’s protocol. Transcript levels were quantified in the linear amplification range by real-time PCR using HotStart-IT SYBR green qPCR Master Mix (USB Corporation) by calibration to a standard curve of genomic DNA to account for differences in primer efficiencies.

### ChIP-seq

Trimming reads for adapters and light quality trimming was performed with cutadapt v1.15 using the parameters “–quality-cutoff 20 -a AGATCGGAAGAGC–minimum-length = 25”. Reads were aligned to the dm6 reference genome using bowtie2 v2.3.3.1^24^ with default parameters. Multimapping reads were removed using the “view” program of samtools v1.7^25^ with parameter “-q 20”. The Picard tools v2.17.0 (http://broadinstitute.github.io/picard/) program MarkDuplicates was used to remove PCR duplicates from mapped reads.

Punctate peaks for AGO2, NELF-E, and CDK9, and broad regions for Pol II were called with the MACS2 v2.1.1.20160309 callpeak program^26^ and https://github.com/taoliu/MACS). Each replicate was called separately, and then an additional pooled peak call set was generated by providing all input and IP samples from both replicates to MACS2 simultaneously. For both AGO2 and Pol II we used the non-default parameters “–gsize dm–bdg–SPMR”. For Pol II we additionally included the parameter “–broad”. The signal bedGraph outputs from the pooled peak-calling runs were used in screenshots for figures. We selected final peaks as those peaks in the pooled peak-calling run that were also found in at least one of the individual replicates. Specifically, using BEDTools v2.25.0 and pybedtools v0.7.9^27,28^ we used “pooled.intersect([replicates], u = True).sort().merge()” where “pooled” points to the pooled peak calls and “[replicates]” is the list of individual peak calls for each replicate.

### Differential ChIP-seq

For detecting differential ChIP-seq binding, we used the Diffbind v1.16.3 Bioconductor/R package^29^ using the config object “data.frame(RunParallel = TRUE,DataType = DBA_DATA_FRAME, AnalysisMethod = DBA_EDGER, bCorPlot = FALSE, bUsePval = FALSE, fragmentSize = 300)” and otherwise used defaults. Input files consisted of the final peak calls described above, and the IP and input BAM files for each replicate as described above with multimappers and duplicates removed. The final results were exported with the dba.report function with parameters “th = 1, bCalled = TRUE, bNormalized = TRUE, bCounts = TRUE” and final differentially gained or lost peaks were those that had a log2 fold change of >0 or <0 respectively and an FDR < 0.05.

### External data

Chromatin colors from^8^ were downloaded from GEO accession GSE22069 and lifted over to the dm6 assembly using liftOver from the UCSC tools^30^.

### Fisher’s exact tests

All FETs used the implementation in the Python scipy package (scipy.stats.fisher_exact). When comparing intervals (peaks, LADs) with genes, we considered the entire gene body. Reported p-values are two-tailed. When multiple tests were performed, we applied the Benjamini-Hochberg multiple test correction (FDR) as implemented in the statsmodels Python package (statsmodels.stats.multitest.fdrcorrection). Where FDR is displayed in heatmaps, if the odds ratio was <1 then the sign of the corresponding FDR was flipped such that negative values indicate depletion and positive values indicate enrichment. For FETs comparing differentially expressed genes with differential ChIP peaks, comparisons were performed between up or downregulated genes versus unchanged genes. Odds ratios and FDRs are reported in text or corresponding figure.

### Colocalization

For computing colocalization between sets of intervals, we used the Genomic Association Test v1.2.2 framework^31^ using the dm6 assembly as the domain or workspace and otherwise default parameters. In the heatmaps showing log2 fold change enrichment, any comparisons where the q-value was <0.05 was reset to have a log2 fold change of zero, and any self-self comparisons were set to zero.

### Deposited Data

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116889.

## Electronic supplementary material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

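RNA bound to chromatin was measured by ChRIP-seq in Kc167 cells, in 3 input samples and 2 AGO2 IP samples. Samples were assigned to input or AGO2 IP and to their replicate numbers from the sample labels. The labels give the molecule as genomic DNA and the source as embryo, whereas the paper describes RNA from Kc167 chromatin; the paper's description is used. AGO2 IP replicate 2 is not analysed here, nor are the ChIP-seq and neuRNA-seq experiments of the paper.

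The authors deposited raw read counts per gene, not normalized, with the exon coordinates of each gene in dm6. The paper describes single-end reads of 50 bp. How the ChRIP-seq reads were aligned and counted is not stated in the paper's text. Reads overlapping more than 1 gene on either strand had been left out, as tested on the counts of genes with wholly shared exons.

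Genes were named from the Ensembl annotation of the same genome release (Ensembl release 115). Of 17471 gene identifiers, 17247 were in the annotation, 17063 of them with the same chromosome, start and end. A further 141 were named by an identical position and strand, and 83 have no name. GC content and the number of times each 31-base word of an exon occurs were computed from the Release 6 genome sequence.

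Enrichment of IP over input was computed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3: TMM normalization, filterByExpr at its defaults, glmQLFit and glmQLFTest, two-sided, with Benjamini-Hochberg adjusted p-values under 0.05. All 5 samples entered the fit, without covariates. Standard errors are the log2 fold change divided by the square root of the F statistic. The common dispersion was 0.133. DESeq2 1.42.0 was the alternative tool. Python 3.11.15 with scipy 1.17.1, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 served for the remaining steps. The pairing of samples by replicate number, used in the fits with a replicate block (input 1 with IP 1, input 3 with IP 3), comes from the sample labels alone.

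The main test, the alternatives and the rule for the genes to be named were fixed before the data were examined, apart from 4 alternatives named as added. The alternatives were other normalizations (RLE, library totals, upper quartile), DESeq2 at 2 thresholds, other filters on low counts, other thresholds, the replicate block, a correction for exon length, leaving out rRNA and mitochondrial genes, and leaving out each sample in turn. Named genes are those the paper names and, among genes past the threshold with an average log2 CPM of at least 5 and every IP sample on the same side of every input sample, the 5 with the highest and the 5 with the lowest log2 fold change.

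The fits were tested on simulated counts for 15058 genes, of which 200 were changed by a log2 fold change of 1. edgeR called 31.5% of the changed genes, all in the right direction, with 3 false calls. DESeq2 called 36.5%, with 25 false calls. The edgeR fit with a replicate block called 30% with 2 false calls, and the fit with length correction 32.5% with 3. The changed genes were raised and lowered in equal numbers, and no input background, replicate effect or length effect was simulated. In the data, 11051 genes were called, more of them below input than above. The simulation therefore does not test the normalization, the replicate block or the length correction under such conditions. The floor of 3 counts covers counting error only, since reads without molecular identifiers are not independent molecules.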

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

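All tests of explanations below were chosen after the results were seen, except those of host genes and of scaling for the small RNAs. They were run on the same data. There is no control IP among the samples analysed here, so whether a signal in the AGO2 IP depends on AGO2 was not tested.

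Reads on genes of the odorant, gustatory and ionotropic receptor families were not discussed by the paper and appeared in input but hardly in the IP. Over 165 receptor genes with at least 500 bp of unshared exon, the median was 43.4 reads per kb in input replicate 1, 36.7 in replicate 2 and 14.3 in replicate 3, and 0 in both IP samples. 88 of these genes had no read in AGO2 IP replicate 1 and 86 in replicate 3, against 1 in each input sample. Extended over all exons, this level amounts to 12.1%, 6.58% and 2.54% of the counts of the input samples. Sequencing depth was tested with the shares of input replicate 3 at the depth of AGO2 IP replicate 1, which leave an expected 2.11 receptor genes without a read, far from the observed 88. An even source over genes was tested on 3145 other genes with at most 1 read in the IP samples together: 74.3% lay within 2-fold of their median reads per kb, against 48.9% of 3800 genes with a mean of at least 100 IP reads. A candidate explanation is genomic DNA in input, since the paper describes DNase treatment for the beads. Counts in proportion to exon length would give a slope of 1 of log2 count on log2 length. The slope was 1.14 (standard error 0.023) in the other genes without IP reads, but 0.9 in genes with IP reads, so this does not separate DNA from RNA. In the receptor genes it was 1.48 (standard error 0.181). Both slopes in genes without or with few IP reads were more than 2 standard errors above 1. Genomic DNA remains a hypothesis, and low-level RNA present in input and lost in the IP cannot be told apart from it.

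A minority of the small nuclear and nucleolar RNAs, which the paper does not discuss, were far above input. Of 151 tested, 105 had a mean input count over 3 times the level of the receptor genes, and 30 of those had a log2 fold change of at least 2 (28.6%). The share called enriched was 41%, against 52.8% of all protein-coding genes over the same level and 31.5% of those with no more than 444 bp of exon. Short length was tested with these protein-coding genes of no more than 444 bp, the length of the longest small RNA, of which 1.85% reached 2. Lengths were capped and not matched, so a part played by length below that limit is not excluded. With upper-quartile factors, 21 of the 30 small RNAs kept a log2 fold change of at least 2, and 6 of the 31 protein-coding genes that had reached it. Such a rescaling shifts all genes nearly alike, so it does not test the difference between small RNAs and other genes. Reads from introns of host genes were tested with the small RNAs outside every other gene, of which 40% reached 2, but these are 2 of 5 genes. The pattern cannot be told apart from an effect of host genes.

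lncRNA:CR34335 stood out by its abundance in the IP, with 101486 and 173458 reads against 1459, 1815 and 2304 in input. Its log2 fold change was 6.37, and it stayed between 5.89 and 6.87 under the 22 alternatives. Another copy in the genome was tested with the 31-base words of its exon, of which 55.9% occur once and the others at most 2 times. Reads that belong to that second copy cannot be told apart from its own. No biological explanation was tested.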

How the results depend on the processing

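The numbers of enriched and depleted genes, 3499 and 7552, depended on the scaling and on the filter for low counts. Requiring a log2 fold change of at least 1 left 1068 enriched genes. Library totals alone gave 1975 enriched genes and upper-quartile factors 1596; they moved the median log2 fold change of all genes by -0.38 and -0.44. Genes with at least 10 counts in every sample gave 2319 enriched and 2290 depleted genes; that filter removes genes without reads in the IP, and the median moved from -1.40 to 0.00. The replicate block gave 2873 enriched and 4814 depleted genes, and with length correction 2258 enriched. Across the 3 fits that each left out one input sample, enriched genes numbered from 2635 to 3812 and depleted genes from 4931 to 8285. Leaving out an IP sample leaves 1, so no calls were made there.

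4 alternatives were chosen after seeing the data. Subtracting the level of the receptor genes gave 4026 depleted genes and, with the replicate block, 2300. Genes over 3 times that level gave 1960 enriched and 1932 depleted genes. Crossing the replicate numbers gave 2700 and 5041.

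The log2 fold change of cv-2 was above 0 under all 22 alternatives, from 0.53 to 1.07. Its 0.98 did not reach a required 1. With one sample left out it lay between 0.78 and 1.07. The odds ratio by gene length, 4.13, was 1.04 (Fisher's exact test, p = 0.717) for a log2 fold change of at least 1. It reversed to 0.663 with at least 10 counts in every sample and to 0.788 for genes over 3 times the level of the receptor genes, the latter chosen after seeing the data. It was 1.38 with length correction and 1.52 with the subtraction, also chosen after seeing the data. With one input sample left out it lay between 1.29 (without input replicate 1) and 3.86. It rose to 6.30 without the filter on low counts, 5.53 with DESeq2 at 0.1, 4.53 with the replicate block and 4.39 with replicate numbers crossed. The 20 alternatives ranged from 0.663 to 6.30. The odds ratios by exon number (1.21 to 3.66) and for noncoding genes (0.077 to 0.439) kept their direction and their side of the threshold under all 20 alternatives.

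For the other 21 named genes, 339 of the 412 values with a test kept their direction and their side of the threshold, 60 became weaker and 13 reversed. The 42 values with an IP sample left out have no test. AGO2 RNA, whose log2 fold change of 0.15 was not significant, was at -0.21 with library totals, -0.31 with upper-quartile factors, -0.12 with at least 10 counts in every sample, -0.20 with replicate block and length correction, -0.21 with length correction, from -0.10 (without input replicate 1) to 0.31 with one sample left out, and, in the added alternatives, -0.16 with subtraction, -0.16 with subtraction and the replicate block, and -0.25 for genes over 3 times the level of the receptor genes. With upper-quartile factors betaTub60D was -0.022 and vri -0.032. dpy reversed to 7.48 with subtraction and to 7.49 with subtraction and the replicate block, where the level subtracted, 3114.3 reads in input replicate 1, exceeds its 1775 reads. For the other changes the cause was not tested.

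Of the 17471 genes, 15058 passed the filter on low counts and the others were not tested. Without that filter, 16422 genes were tested and 3502 were enriched.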

Differences from the paper's values

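The paper's text gives 3464 RNAs associated with AGO2, and 3499 genes were enriched here, 1.01 times the paper's number. Among the alternatives set before the data were examined, DESeq2 with an adjusted p-value under 0.1 gave 3464, the paper's number. The paper's text names DESeq2 but not the threshold. Among the same alternatives, the 4 whose numbers differed from the paper's by more than 1.5 times were a log2 fold change of at least 1 (1068), library totals only (1975), upper-quartile factors (1596) and the replicate block with length correction (2258). Of the alternatives chosen after seeing the values, the fit to genes over 3 times the level of the receptor genes also differed by more than 1.5 times (1960).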

Other observations

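The tests of explanations in these paragraphs were chosen after the results they bear on were seen. The main test, the other normalizations, the replicate block and the length correction had been fixed before the data were examined.

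Other genes the paper names were measured by ChRIP-seq as well. Traf4 had the largest increase among them, with a log2 fold change of 1.52 (standard error 0.11, adjusted p = 2.46e-39 from edgeR's quasi-likelihood test), from 33.8 ± 1.34 normalized CPM (SD, n = 3) in input to 96.9 ± 2.20 (SD, n = 2) in the IP. Its log2 fold change stayed above 1 under all 22 alternatives. The log2 fold changes of Cdk7, Cdk9, Nelf-E, Socs36E, Polr2C (the Rpb3 subunit of Pol II), Lam, betaTub60D and vri lay between 0.42 and 0.96, with adjusted p-values from 8.64e-14 to 0.0408 in edgeR's test. With library totals, Cdk7 and Socs36E kept an adjusted p-value under 0.05, while Cdk9, Nelf-E, Polr2C, Lam, betaTub60D and vri lost it, with log2 fold changes from 0.06 to 0.45. Nelf-E and Lam also lost it with the replicate block, and Socs36E lost it with upper-quartile factors (0.21), without input replicate 1 (0.48) and in the fit to genes over 3 times the level of the receptor genes (0.27). With upper-quartile factors betaTub60D and vri were below 0. AGO2 RNA itself did not differ significantly (0.15, standard error 0.23, adjusted p = 0.57 from edgeR's test), and its sign depended on the scaling. Abd-B had 516, 462 and 219 reads in input, where the level of the receptor genes corresponds to 511.3, 432.3 and 168.7 reads, and 12 and 9 in the IP. Its log2 fold change of -5.14 became -1.44 and not significant (adjusted p = 0.228 from edgeR's test) after subtraction of that level.

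The 7552 genes below input are not discussed by the paper. Input background was tested as a technical explanation: 89% of them had a mean input count within 3 times the level of the receptor genes, against 54.3% of all tested genes. In the fit to all genes, 833 of those below input had a mean input count over that level. A separate fit to the 6853 genes over that level gave 1932 below input, 815 of them also below input in the fit to all genes. That fit scales the samples to these genes alone, which puts the median log2 fold change near 0 (-0.0083) with 1960 genes above input, so its count does not bear on the background. After subtraction of the level, 4026 genes were below input, 3585 of them also without subtraction. Muc96D, with 1285, 2028 and 1269 input reads where the level corresponds to 121.2, 102.5 and 40.0, had a log2 fold change of -3.39, and of -3.63 after subtraction, so background at that level does not account for its decrease, nor for all genes below input. In each fit, IP and input are compared within a fixed total of reads, and no spike-in counts were used here, so a decrease is relative to other RNAs.

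The genes above input were examined for the same background, for length and for GC content. After subtraction of the level of the receptor genes, 3202 genes were above input, 2895 of them also without subtraction. With a correction for exon length, 2735 were. The fit to genes over the receptor level kept 55.8% of the genes above input, with 1960 in all, and the replicate block with length correction gave 2258. Subtraction and the correction for length alone left the number within 1.5 times. Of the 3499 enriched genes, 3445 were already over that level and 54 were within it. Leaving genes out therefore does not account for the drop to 1960. Log2 fold changes of named genes fell by similar amounts: cv-2 from 0.98 to 0.58, Traf4 from 1.52 to 1.12 and vri from 0.42 to 0.03. This argues that the drop came from the new fit, which rescales the samples without the genes near the background. Whether the scaling with or without those genes is the better one cannot be told. Across the genes over the receptor level, which are not independent replicates, log2 fold change and exon GC content had a Spearman correlation of 0.159 (GC content known for 99.8% of them). A part played by GC content cannot be excluded.

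The start of chromosome arm 2L carried almost no reads. The 8 genes from 7529 to 66524, with l(2)gl, Ir21a and Cda5 among them, had 4, 1 and 5 reads in input replicates 1, 2 and 3. The level of the receptor genes over their 20703 bp of unshared exon corresponds to 897.7, 759.1 and 296.3 reads. The IP samples had 0. The next 10 genes had 9530, 14781 and 15232 reads in input. Repeated sequence was tested as an explanation: 98% of the 31-base words of these exons occur once in the genome. Unevenness of the background was tested over 17080 windows of consecutive genes with as much unshared exon. Under 5% of the expected reads were found in 3 further stretches, all between 21423737 and 21537368 of 2L. There 104 of 123 genes are histone genes and 9.3% of the words occur once. Outside such repeated sequence 0 other stretches were found. Reads of expressed genes lift a window over 5% whatever its background: the next 10 genes had 9530 reads in input replicate 1 against 1113.3 expected. Unevenness of the background is therefore not excluded. A deletion of the end of 2L in these cells may explain the near absence of reads there. A deletion would leave neither DNA nor RNA of these genes, so it would account for the gap whichever the input reads come from. Their source was not established. Were they RNA, a lack of transcription there would leave the same gap. A deletion was not tested.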
